A study of Galleria mellonella with 9 samples. Its data were reported in "Transcriptomic analyses of labial glands and gut tissue from two wax moths, Achroia grisella and Galleria mellonella" (2026).

How the data were processed

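RNA was sequenced from 3 dissected tissues of larvae of the greater wax moth Galleria mellonella: fat body, whole gut and labial glands. Each tissue had 3 libraries. A fat body library came from 3 pooled larvae, and a library of either other tissue came from 5 pooled larvae. Per the labels, each library belonged to 1 tissue, and tissue and replicate number were taken from the sample titles.

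The authors trimmed the reads, aligned them to the reference assembly of the species with HISAT2, assembled and quantified transcripts with StringTie and made a matrix of counts per gene with IsoformSwitchAnalyzeR. The deposited count table holds estimated counts per gene, because StringTie derives them from read coverage, and they are whole numbers in the table, so no rounding was needed. It lists 16526 genes. All 14308 identifiers in reference form matched the annotation of the same assembly, which gave 13378 protein-coding and 930 non-coding genes. The other 2218 identifiers were loci that StringTie assembled, and they are called assembled loci here. The annotation used here pairs identifiers with proteins but not with product names or named contigs, so enzyme families and marker lists for gut, labial glands, fat body, muscle and haemocytes were not analysed here and no positions are given. Genes sharing reads with a near-identical copy or an overlapping gene were not told apart, so values of such genes are uncertain.

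The deposited normalized table holds a signal, namely counts divided by 1 size factor per library. Its ratio to the count table was constant within every column. Size factors recomputed from the 6 fat body and whole gut libraries equalled those of its fat body and whole gut columns, and size factors recomputed from the 6 fat body and labial gland libraries equalled those of its labial gland columns. Against the scale of the latter fit, its fat body columns were higher by a factor of 1.39, or 0.47 on the log2 scale. It omits the 400 genes whose fat body and whole gut counts sum to less than 10. The highest such sum among the omitted genes was 9 and the lowest among the listed genes was 10. Because of the unequal scales it entered only 1 alternative for the agreement of replicates.

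Library totals ran from 235060575 to 334887511 estimated counts. Since a count comes from coverage, it is not 1 sequenced fragment. Intervals therefore cover counting error only, and understate it. A group was treated as not detected where each of its libraries had at most 3 counts, and a fold change against such a group is a lower bound computed against 3 counts. It is a bound in counts and not in fragments: where a fragment gives several counts, 3 counts are under 1 fragment, and the bound is not a firm limit on the RNA.

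Each pair of tissues was compared with DESeq2 1.42.0 in R 4.3.3, as in the methods of the study, on the 6 libraries of that pair with tissue as the sole term. Genes were kept where CPM values, counts scaled to library totals, summed to at least 1 over the 6 libraries. A gene was called when its absolute log2 fold change was over 2 and its Benjamini-Hochberg adjusted p from the 2-sided Wald test was under 0.01. Genes to which DESeq2 gave no adjusted p were left without one. Normalized counts printed per gene are counts divided by median-of-ratios size factors of all 9 libraries. The quasi-likelihood test of edgeR 4.0.16 was the first alternative. Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. Agreement of replicates is Pearson's r across genes of log2(normalized count + 1). Genes are not independent replicates, so no p was computed for it.

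Both tools were tested on simulated data, with counts drawn from the real means, size factors and fitted spread and 200 genes changed 16-fold. Each gene had the same spread in both tissues. With the spread of whole gut and fat body, DESeq2 recovered 82% of the changed genes, and 96 of its 261 calls were unchanged genes, while edgeR recovered 35.5% and called 0 unchanged genes. With the spread of whole gut and labial glands, DESeq2 recovered 98.5% with 15 unchanged genes called, and edgeR recovered 86.5% with 1. The former simulation was repeated with 903 and with 2423 changed genes, as many as edgeR and DESeq2 called in the real comparison, a test chosen after seeing the data.

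The tests, samples, thresholds, the rule for naming genes and most alternatives were set before the data were examined. For each comparison with fat body and each direction, the named genes are the 3 called genes with the highest mean normalized count in the tissue where they were higher, and the 1 with the largest absolute log2 fold change among genes with a mean of at least 100. For whole gut against labial glands they are the most abundant pair per direction. All had every library of the higher tissue above every library of the lower one. A list of 12 proteins of this species that the study names was matched to genes by protein. A trypsin and a glycosyl transferase that it also names were not on that list and were not analysed here. The alternatives were edgeR, TMM factors, total counts or upper-quartile factors in DESeq2, no count filter, at least 10 counts in at least 3 libraries, all 9 libraries in 1 fit, no fold change threshold, a test against the threshold itself, outlier and independent filtering off, a replicate block, and leaving out each replicate. A filter of at least 10 counts summed over the 6 libraries, counts divided by 10, and agreement over genes with a mean of at least 1000 were chosen after seeing the data.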

Results

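The data are estimated RNA counts for 16526 genes in 9 libraries of Galleria mellonella larvae, 3 each of fat body, whole gut and labial glands. Fat body is the storage and metabolic organ of insects, and labial glands are the paired glands that make saliva and silk in caterpillars. The mean library total was 259828748 ± 21934984 (SD, n = 3) estimated counts in fat body, 309427362 ± 30442844 (SD, n = 3) in whole gut and 279248141 ± 21013253 (SD, n = 3) in labial glands. At least 10 counts were found for 14096 ± 698 (SD, n = 3) genes in fat body, 13998 ± 165 (SD, n = 3) in whole gut and 12265 ± 82.9 (SD, n = 3) in labial glands. The 10 most abundant genes held 29.5% ± 1.80 (SD, n = 3) of the counts in labial glands, against 21.8% ± 0.963 (SD, n = 3) in fat body and 18.6% ± 5.26 (SD, n = 3) in whole gut.

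Replicates agreed closely in whole gut and labial glands and less so in fat body. Over 14290 genes, the mean Pearson's r between libraries, across genes, was 0.973 in whole gut and 0.971 in labial glands. In fat body it was 0.729, and single pairs ran from 0.607 to 0.842. The lowest of these pairs was fat body replicates 1 and 3. Libraries of different tissues reached at most 0.746, and 2 of the 3 fat body pairs lay below that value. This overlap depended on the setting. The alternative that moved the mean fat body value most was a filter of at least 10 counts in at least 3 libraries, which gave 0.822. With it, the fat body pairs ran from 0.757 to 0.867 and libraries of different tissues reached at most 0.740, so no fat body pair lay below. Over genes with a mean of at least 1000 none did either, with a lowest fat body pair of 0.610 against 0.598. With a pseudocount of 10 there was 1 such pair, and in the authors' normalized table there were 2. The first principal component held 50.6% of the variance and the next 26.0%, and the tissues separated on them.

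**Figure D1:**
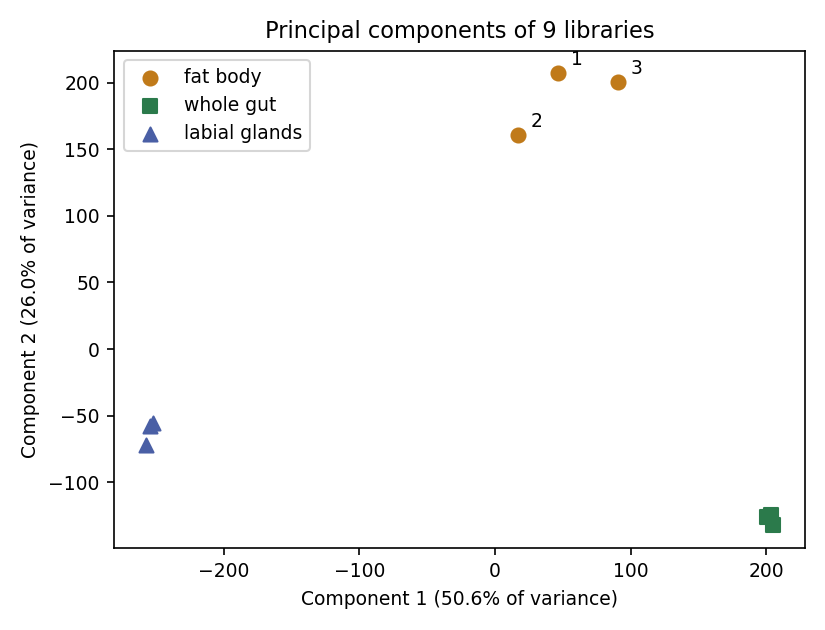
Each point is 1 of the 9 libraries on the first and second principal components of log2(normalized count + 1), with the percent of variance on each axis, and fat body points carry their replicate number. The first axis, with 50.6% of the variance, separates labial glands from whole gut, and fat body libraries lie farther apart than those of either other tissue.

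The first comparison asked which genes differ in the gut relative to fat body. DESeq2 tested 13917 genes and gave no adjusted p to 1435 of them. It called 2423 genes, of which 1129 were higher and 1294 lower in whole gut. The calls comprised 886 protein-coding, 33 non-coding and 210 assembled loci among those higher, and 1035, 28 and 231, respectively, among those lower. Over all genes tested, the libraries of both tissues did not overlap for 43.2%, where chance gives 10%. The quasi-likelihood test of edgeR called 903 genes, of which 901 were among the DESeq2 calls. The genes lower in whole gut numbered 1902, 2295 and 1871 without fat body replicates 1, 2 and 3, respectively. With all libraries kept and outlier and independent filtering off, they numbered 2152. The rise is thus not specific to leaving out a replicate.

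Among genes higher in whole gut, LOC113522572 was the most abundant, at 8407871 ± 3616755 (SD, n = 3) normalized counts against 1037 ± 794 (SD, n = 3) in fat body. Its log2 fold change was 12.96 ± 0.85 (SE), with a DESeq2 adjusted p of 9.92e-51. LOC113509135 followed at 4234111 ± 3141755 (SD, n = 3), with a log2 fold change of 13.02 ± 0.95 (SE), and LOC113522828 at 4173766 ± 1236402 (SD, n = 3), with 12.95 ± 0.72 (SE). These 3 fold changes are alike, which gut RNA carried over in a fixed proportion would also give. Whether the fat body counts of these genes came from fat body was not tested. LOC113520941 had no count in any fat body library and a mean of 66429 ± 9053 (SD, n = 3) in whole gut, at least 21654-fold higher. That bound and those below are set by 3 estimated counts, which are not 3 sequenced fragments. Among genes lower in whole gut, LOC113516268 had 10234909 ± 5587799 (SD, n = 3) normalized counts in fat body against 135301 ± 29726 (SD, n = 3) in gut. Its log2 fold change was -6.26 ± 0.56 (SE), with a DESeq2 adjusted p of 1.66e-27. LOC113516266 differed by -6.97 ± 1.39 (SE) on the log2 scale, and LOC113521978 by -2.03 ± 0.63 (SE), with a DESeq2 adjusted p of 0.00485. LOC113509930 was at least 7190-fold lower in gut by its mean, and had no count there. Its fat body libraries had from 27 to 37129 counts. That fat body mean, 16509 ± 25476 (SD, n = 3), rests mainly on replicate 1, and so does the bound. Without that replicate the log2 fold change was -13.70, against -16.90 with all libraries. In edgeR the last 3 of these genes had adjusted p of 0.0693, 0.0849 and 0.103 and were not called. Of 9 alternatives, LOC113521978 kept its call only without fat body replicate 1, and its log2 fold change in the others ran from -2.11 to -1.35.

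The next comparison asked the same of labial glands relative to fat body. Of 13430 genes tested, 1528 had no adjusted p. DESeq2 called 3415 genes, with 945 higher and 2470 lower in labial glands. Those higher comprised 616 protein-coding genes, 65 non-coding genes and 264 assembled loci, and those lower 2051, 50 and 369, respectively. Over all genes tested, libraries of both tissues did not overlap for 57.5%, against 10% by chance. With edgeR 1570 genes were called, of which 1546 were among the DESeq2 calls.

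The most abundant genes higher in labial glands were LOC113522365, LOC113509977 and LOC113513637, with 34636313 ± 9177609, 18337615 ± 4576001 and 14862037 ± 3341771 (SD, n = 3) normalized counts. Their fat body means were 36.2 ± 14.9, 20.6 ± 8.0 and 16.3 ± 6.1 (SD, n = 3), and their log2 fold changes were 19.89 ± 0.43, 19.81 ± 0.41 and 19.83 ± 0.41 (SE). These fold changes are alike, which labial gland RNA carried over in a fixed proportion would also give. Whether the fat body counts of these genes came from fat body was not tested. The assembled locus MSTRG.2919 had no count in fat body and 1896094 ± 806148 (SD, n = 3) in labial glands, at least 618075-fold higher. LOC113516268, LOC113516266 and LOC113521978 were again the most abundant of the genes lower than in fat body. Their log2 fold changes were -6.58 ± 0.71, -7.40 ± 1.23 and -4.62 ± 0.73 (SE). The edgeR adjusted p was 0.00515 for LOC113516268, and 0.0257 and 0.0106 for the other two, which were not called. LOC113520500 had no count in labial glands and was at least 10538-fold lower there.

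The last comparison set whole gut directly against labial glands, with fat body left out. DESeq2 called 3872 of 12519 genes tested, 2692 higher in whole gut and 1180 higher in labial glands. edgeR called 3671, of which 3658 were among them. Over all genes tested, libraries did not overlap for 70.8%, against 10% by chance. LOC113522572 and LOC113509135 led the genes higher in whole gut, with log2 fold changes of 16.30 ± 0.56 and 17.17 ± 0.58 (SE). LOC113522365 and LOC113509977 led those higher in labial glands, at -21.25 ± 0.37 and -21.16 ± 0.39 (SE). Whether the low counts of these genes in the other tissue came from that tissue was not tested. A total of 915 genes were called in this comparison and in neither comparison with fat body, 646 higher in whole gut and 269 higher in labial glands. Of these 915, 456 had no adjusted p in at least 1 fat body comparison. The count was 609, 726 and 591 without fat body replicates 1, 2 and 3, and edgeR gave 2235. With all libraries kept and outlier and independent filtering off it was 686.

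**Figure D2:**
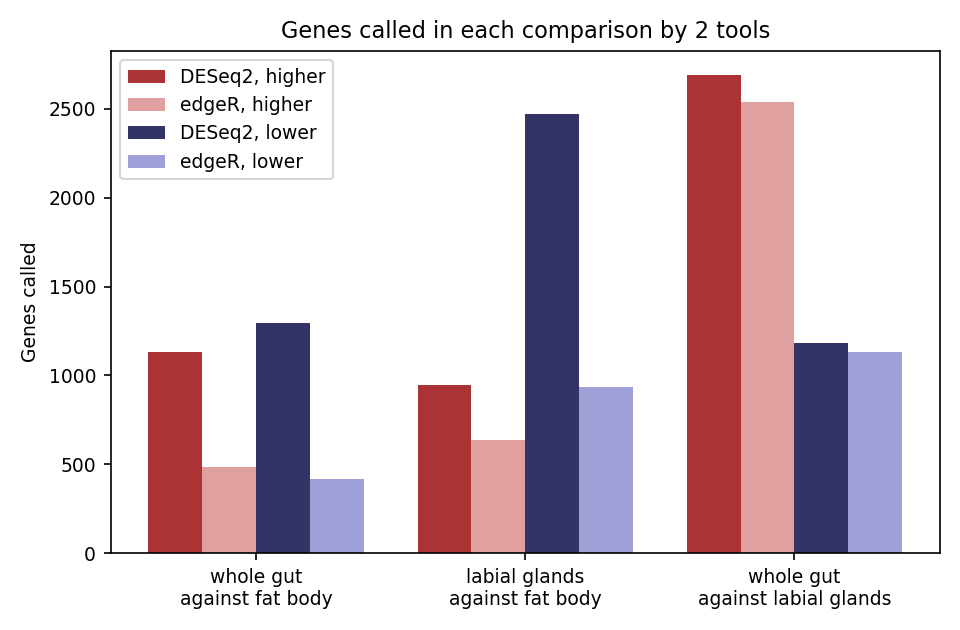
Bars give the number of genes called higher or lower in the first tissue of each comparison by DESeq2 and by edgeR, with the same thresholds. The tools called 2423 and 903 genes between whole gut and fat body, and 3872 and 3671 between whole gut and labial glands.

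Both comparisons with fat body used the same fat body libraries. Of the genes higher in whole gut or in labial glands than in fat body, 89 were higher in both, which is 9.42% of the smaller set, and random overlap would give 81.1. Among the genes lower than in fat body, 968 were lower in both, 74.8% of the smaller set, against 243 by random overlap. Across the 13162 genes tested in both, Pearson's r of the log2 fold changes was 0.715. In 4 simulations of unchanged groups set against the same fat body libraries, r was 0.195 to 0.276. The simulated groups were drawn around the means of those same libraries. The error of these means, which both real comparisons share, is thus left out, and the simulated r is no baseline for 0.715. In the simulations 0 genes were higher in both, with at most 4 genes called for a group. So few calls cannot give an expected overlap, and random overlap ignores the shared libraries. The excess over 243 was therefore not separated from an effect of sharing them.

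Assembled loci were more frequent among the called genes than among genes that had an adjusted p and were not called. Genes tested without an adjusted p were left out of both groups. Assembled loci made up 18.2% of the 2423 genes called between whole gut and fat body, against 13.7% of the 10059 others. The odds ratio was 1.40 (2-sided Fisher's exact test, p = 4.04e-08). Between labial glands and fat body the odds ratio was 1.52 (p = 5.05e-14 by the same exact test), and between whole gut and labial glands it was 1.60 (p = 5.39e-19 by the same exact test). Benjamini-Hochberg adjustment over the 3 tests gave 4.04e-08, 7.58e-14 and 1.62e-18. Genes are not independent replicates, so these values describe the gene lists of these libraries.

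A list of 12 of the proteins of this species that the study names was tested. The study chose them on these libraries, so they are not independent evidence. Of their 12 genes, DESeq2 called 7 between whole gut and fat body, 6 between labial glands and fat body and 10 between whole gut and labial glands. Adjusted over the list alone, the counts were again 7, 6 and 10. With edgeR they were 1, 1 and 9. The hexamerin gene LOC113516016, which encodes a storage protein, had 268161 ± 228864 (SD, n = 3) normalized counts in fat body, 2947 ± 569 (SD, n = 3) in whole gut and 1435 ± 1120 (SD, n = 3) in labial glands. Its log2 fold change was -6.53 ± 0.96 (SE) in gut and -7.53 ± 1.06 (SE) in labial glands, and edgeR called neither, with adjusted p of 0.0213 and 0.0147.

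The prostaglandin dehydrogenase gene LOC113513220 had 17043 ± 7061 (SD, n = 3) normalized counts in whole gut, 7.4 ± 2.8 (SD, n = 3) in fat body and 6.3 ± 2.7 (SD, n = 3) in labial glands. It was called by both tools between whole gut and either other tissue, and was too low to be tested between labial glands and fat body. The luciferin monooxygenase gene LOC113510439 had 24084 ± 10011 (SD, n = 3) in whole gut and at most 3 counts in each labial gland library, at least 5660-fold higher in gut. The cytochrome P450 genes LOC113518649, LOC113511805 and LOC113514001 were also highest in whole gut. Gut replicate 1 stood apart for the first and second of these. LOC113518649 had 1731 counts there against 206423 and 166241 in replicates 2 and 3, and LOC113511805 had 491 against 84810 and 43599. The cytochrome P450 genes LOC113510351 and LOC113519224 were highest in labial glands, at 11898 ± 3041 and 37019 ± 17488 (SD, n = 3) normalized counts. LOC113510257 had from 46 to 73 counts in labial glands, at least 39.2-fold higher than in whole gut, and was below the count filter.

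The fumarylacetoacetase gene LOC113516021 had 51790 ± 3085 (SD, n = 3) normalized counts in labial glands and 6436 ± 496 (SD, n = 3) in whole gut, a log2 fold change of -3.04 ± 0.15 (SE) for gut against labial glands, with a DESeq2 adjusted p of 5.29e-90. Its differences from fat body were under the fold change threshold. The homogentisate dioxygenase gene LOC113516110 ranged from 173 to 7754 counts between fat body libraries and had no adjusted p in either fat body comparison. The sorbitol dehydrogenase-like gene LOC113510677 was highest in fat body, at 928 ± 1004 (SD, n = 3). It lost its call between labial glands and fat body in edgeR, with the replicate block, and without fat body replicate 2 or labial gland replicate 1 or 2. Without fat body replicate 2 its log2 fold change there was -1.72.

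**Figure D3:**
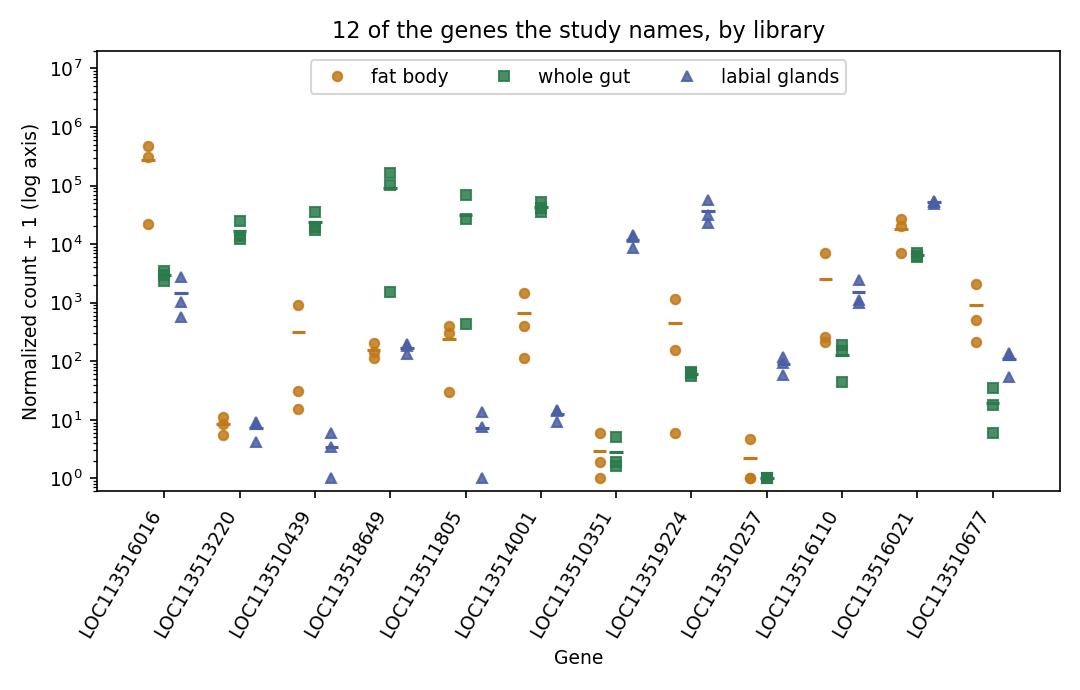
Points are normalized counts plus 1, on a log axis, of 12 of the genes the study names in each of the 9 libraries, and short lines are means of 3 libraries. LOC113513220 has a mean of 17043 in whole gut and 6.3 in labial glands, and gut replicate 1 lies far below the others for LOC113518649 and LOC113511805.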

Values the study reported

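For this species the study reported 29.1 Gb of paired-end reads and 2,218 transcripts absent from the reference annotation. It counted 2,585 protein-coding differentially expressed genes in the gut relative to fat body, 1,147 with a positive and 1,438 with a negative fold change. In labial glands it counted 3,700, with 880 positive and 2,820 negative. Of these, 378 in the gut and 503 in labial glands were absent from the reference annotation. Setting gut directly against labial glands added 942 genes, 655 linked to the gut and 287 to labial glands.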

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

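Counts from comparisons with fat body depended more on the tool than on the scaling or the count filter. The filter of at least 10 counts summed over the 6 libraries gave 2776 genes for whole gut against fat body. It gave 4035 for labial glands against fat body and 4359 for whole gut against labial glands. With edgeR, whole gut against fat body gave 903 genes (486 higher, 417 lower) and labial glands against fat body 1570 (933 lower). The calls made only between whole gut and labial glands rose to 2235, of which 821 were among the 915, and the genes higher in both digestive tissues fell to 30, of which 29 were among the 89. Of the 12 listed genes, edgeR called 1 in either fat body comparison.

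Without a fold change threshold the counts were 3725 for whole gut against fat body (1881 higher), 5743 for labial glands against fat body (2592 higher) and 7313 for whole gut against labial glands (4087 higher, 3226 lower), with 1843 called only in the last and 446 higher in both digestive tissues. A test against the threshold itself gave 1147 (628 higher, 519 lower), 1607 (426 higher, 1181 lower) and 2511 (627 lower), with 25 higher in both. These settings differ by construction in how much change they ask for.

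With Cook's and independent filtering off, 2152 genes were lower in whole gut than in fat body, because genes without an adjusted p entered. All 9 libraries in 1 fit gave 436 genes called only between whole gut and labial glands, and the cause was not tested. With total counts as size factors, 759 genes were lower in whole gut than in labial glands. This scaling shifted the median log2 fold change by 0.20 for whole gut against fat body, -0.60 for labial glands against fat body and 0.79 for whole gut against labial glands. It moved the share of calls that were higher from 27.7% to 17.6% for labial glands against fat body, and from 69.5% to 82.3% for whole gut against labial glands.

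Leaving out each replicate in turn gave from 1124 to 2295 genes lower in whole gut than in fat body, the highest without fat body replicate 2. Genes called only between whole gut and labial glands ran from 591 to 985, the lowest without fat body replicate 3. Whether outlier filtering acted alike with fewer fat body libraries was not tested. These counts thus do not separate the influence of a replicate from that of filtering. The other counts of calls stayed within 1.5 times.

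The correlations of the deviations of same-numbered replicates of different tissues were -0.052 to 0.099, with 0 of 9 above 0.1, and those of whole gut and labial glands were 0.027 to 0.099. By the study's methods, the pools of all tissues were made from a single set of dissected larvae, so pools of different tissues may share larvae. Whether pools with the same number came from the same larvae is not stated, so these values do not exclude it. With the replicate block, 2653, 3587 and 3948 genes were called in the 3 comparisons. LOC113521978 between whole gut and fat body, at -1.74, and LOC113510677 between labial glands and fat body, at -2.44, were not called with the block. It changed no other call among the 48 results for single genes that were run with it.

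The mean correlation between labial gland libraries was 0.981 with a pseudocount of 10 and 0.974 in the authors' normalized table. The odds ratio for assembled loci kept its direction and its side of the threshold in every alternative run.

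LOC113518649 between labial glands and fat body changed sign, to -0.42 with total counts and -0.03 without fat body replicate 3. Its log2 fold change ran from -0.031 to 0.42 over the fits that left out a replicate, and it was called in none of them. Among single genes, 32 other values were weaker and 1 was stronger, out of 426, and 17 of the weaker ones came from edgeR. LOC113510677 between whole gut and labial glands had no adjusted p in the 6 fits that left out a replicate. Enzyme family sets and their alternatives were not run.

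With 3 libraries against 3 there are 10 splits of the 6 libraries, so a share under 0.1 cannot occur. In each comparison 1 of the 10 splits, the real one, gave as many calls. The other splits gave at most 25 calls for whole gut against fat body, 14 for labial glands against fat body and 3 for whole gut against labial glands. Each of them mixed both tissues within each group, so differences between tissues widened the spread within groups and few calls were possible. Their counts are thus not a rate of calls for unchanged genes.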

Other observations

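Apart from the DESeq2 and edgeR calls of the tissue comparisons, all tests in this part were chosen after the results they bear on were seen.

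Fat body libraries differed more from each other than libraries of the other tissues did. Thinning every library to the lowest total left the mean fat body correlation at 0.732, against 0.974 in whole gut and 0.972 in labial glands, which argues against library size. Over genes with a mean of at least 1000 the mean fat body correlation was 0.729. That mean count was taken over all libraries, so genes with low counts in fat body could stay in. The value thus does not decide whether noise of low counts was a cause. A whole gut or labial gland sample labelled as fat body would correlate with its own tissue as replicates do, but the highest such correlation was 0.746. Pools of 3 rather than 5 larvae stay open as an explanation. The median SD of log2 values in fat body was 2.05 times that in whole gut, where pool sizes alone would give 1.29. For single pairs of fat body libraries set against single pairs of whole gut or labial gland libraries, the ratio ran from 1.14 to 3.67, on both sides of that value. Whether the larvae differed in age or state was not tested.

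In fat body replicate 1, 619 genes lay over 10-fold above both other fat body libraries, and they held 22.7% of its counts (95% Wilson interval 22.73% to 22.74%). The corresponding numbers were 106 in replicate 2 and 1078 in replicate 3, against 6 to 36 in each library of the other tissues. In replicate 3 these genes held 2.42% of the counts. The most abundant of them, chosen after their values were seen, were LOC113511362 in replicate 1, with 3978677 counts against 67985 and 25577, and LOC113517899 in replicate 3, with 558011 counts against 13705 and 41887.

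Carry-over of the other dissected tissues would bring their abundant genes in proportion. The 100 most abundant genes higher in whole gut than in labial glands had a median of 0.0320% of their gut level in fat body replicate 1 and 0.0529% in replicate 3. Of the genes of replicate 1, 100% lay over 10-fold above that share of their gut level, and of replicate 3, 99.6%. The corresponding 100 labial gland genes reached 23.9% and 19.6%, levels that fat body replicate 2 also showed at 18.7%. Even so, 93.4% and 97.1% of the genes lay over 10-fold above those shares, and so above the labial gland level itself. A small part of the gut with its own transcripts was not excluded for some genes of either replicate. In replicate 1, 72 of the 619 had a level at most 10-fold above their mean gut level. In replicate 3, 206 of the 1078 did, and in both lists the others lay further above it. Of those 206, LOC113509273 had 329156 counts in replicate 3, 39 and 563 in the other fat body libraries, and from 485552 to 754280 in gut. The most abundant gene of the replicate 3 list, LOC113517899, had from 933 to 4745 in gut. No list of muscle or haemocyte genes could be tested, so carry-over of other tissues may contribute.

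These genes were often neighbours in the annotation. Among 517 annotated genes of replicate 1, 32.3% had a neighbour in the same list, against a median of 7.93% and a highest value of 14.7% in 10000 random lists matched on level. Among 880 of replicate 3 it was 26.1%, against 12.2% and 17.8%. Random placement is argued against by both. Reads shared between neighbouring copies of a gene, or clusters of genes switched on together in some larvae, are each a candidate explanation and were not tested.

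DESeq2 called 1522 genes between whole gut and fat body that edgeR did not, against 214 between whole gut and labial glands. In simulated counts with the spread of the former libraries, edgeR recovered 35.5% of changed genes and DESeq2 82%. With the spread of the latter the values were 86.5% and 98.5%. The gap was thus also wider in counts simulated with the spread of the former libraries. Those counts had the same spread per gene in both tissues. The real genes called by DESeq2 alone had a median SD of log2 values of 0.456 in whole gut and 1.47 in fat body. The simulations therefore do not test whether the unequal spread of fat body made the gap. Calls of unchanged genes by DESeq2 stay open as a further part. In the simulated counts, which had 200 changed genes, 96 of the 261 DESeq2 calls were unchanged genes. With 903 changed genes, 27.5% of the 400 genes called by DESeq2 alone were unchanged, and with 2423 changed genes 19.3% of 646. Before these 2 simulations were run, a share of at least 50% had been set as what unchanged genes would give as the main source of the gap, and both shares lay below it. The simulations also gave fewer such genes than the 1522 found, which was weighed only after their result was seen, and they took their spread from the DESeq2 fit. They thus do not settle how many of the 1522 are unchanged.

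Low counts varied more between replicates than single reads would. For genes with a mean of 2 to 5 counts in labial glands, the median variance over mean was 5.40 times that of simulated Poisson counts, and in the next 3 ranges, up to a mean of 50, it was 6.04, 5.70 and 6.24 times. In whole gut it was 4.93, 6.38, 7.40 and 5.43 times in order of mean. Several counts per sequenced fragment would raise this ratio, and so would differences between pools of larvae, which the simulated counts do not hold, so the ratios do not tell these apart. The 9 libraries held 2545512754 counts in total. This is over 10 times the number of read pairs in the sequencing yield quoted above, a larger factor than any of these ratios, and the disagreement was not explained. Dividing all counts by 10, chosen after seeing the data and too little to bring the total down to that number of pairs, left 2345, 3136 and 3778 genes called in the 3 comparisons.

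The deposited normalized table omits 400 genes that the count table lists, and 48 of them had a mean of at least 100 counts in labial glands. Of the 49 omitted genes tested between labial glands and fat body, 48 were called higher in labial glands. LOC113509728 is 1 of them, with 1362906, 4037677 and 6161141 counts in the labial gland libraries and at most 3 in any other library.

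The study's text counts the prostaglandin dehydrogenase, the luciferin monooxygenase and a CYP6B5 gene among those differentially expressed in labial glands. It gives no direction at that point, but elsewhere it places luciferin monooxygenases, without protein identifiers, among the genes higher in labial glands. In the deposited counts, LOC113513220, LOC113510439 and LOC113518649 were highest in whole gut. Their labial gland libraries had from 2 to 6, from 0 to 3 and from 80 to 157 counts, respectively. Between whole gut and labial glands all of these genes were called, lower in labial glands. Between labial glands and fat body none was called: LOC113513220 was below the count filter, LOC113510439 had no adjusted p, and LOC113518649 had a DESeq2 adjusted p of 0.785.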
